# scPipe: A flexible R/Bioconductor preprocessing pipeline for single-cell RNA-sequencing data

**DOI:** 10.1371/journal.pcbi.1006361

**Published:** 2018-08-10

**Authors:** Luyi Tian, Shian Su, Xueyi Dong, Daniela Amann-Zalcenstein, Christine Biben, Azadeh Seidi, Douglas J. Hilton, Shalin H. Naik, Matthew E. Ritchie

## Abstract

Single-cell RNA sequencing (scRNA-seq) technology allows researchers to profile the transcriptomes of thousands of cells simultaneously. Protocols that incorporate both designed and random barcodes have greatly increased the throughput of scRNA-seq, but give rise to a more complex data structure. There is a need for new tools that can handle the various barcoding strategies used by different protocols and exploit this information for quality assessment at the sample-level and provide effective visualization of these results in preparation for higher-level analyses. To this end, we developed *scPipe*, an R/Bioconductor package that integrates barcode demultiplexing, read alignment, UMI-aware gene-level quantification and quality control of raw sequencing data generated by multiple protocols that include CEL-seq, MARS-seq, Chromium 10X, Drop-seq and Smart-seq. *scPipe* produces a count matrix that is essential for downstream analysis along with an HTML report that summarises data quality. These results can be used as input for downstream analyses including normalization, visualization and statistical testing. *scPipe* performs this processing in a few simple R commands, promoting reproducible analysis of single-cell data that is compatible with the emerging suite of open-source scRNA-seq analysis tools available in R/Bioconductor and beyond. The *scPipe* R package is available for download from https://www.bioconductor.org/packages/scPipe.

## Author summary

Biotechnologies that allow researchers to measure gene activity in individual cells are growing in popularity. This has resulted in an avalanche of custom analysis methods designed to deal with the complex data that arises from this technology. Although hundreds of analysis methods are available, relatively few deal with raw data processing in a holistic way. Our *scPipe* software has been developed to fill this gap. *scPipe* is the first fully integrated R package that deals with the raw sequencing reads from single cell gene expression studies, processing them to the point where biologically interesting downstream analyses can take place. By following community developed standards, *scPipe* is compatible with many other software packages for single cell analysis available from the open-source Bioconductor project, facilitating a complete beginning to end analysis of single cell gene expression data. This allows various biological questions to be answered, ranging from the identification of novel cell types to the discovery of new marker genes. *scPipe* promotes reproducibility and makes it easier for researchers to share results and code.

This is a *PLOS Computational Biology* Software paper.

## Introduction

Advances in single-cell transcriptomic profiling technologies allow researchers to measure gene activity in thousands of cells simultaneously, enabling exploration of gene expression variability [1], identification of new cell types [2] and the study of transcriptional programs involved in cell differentiation [3]. The introduction of cellular barcodes, sequences distinct for each cell attached to the dT-primer, has increased the throughput and substantially reduced the cost of single-cell RNA sequencing (scRNA-seq). These barcodes allow for the demultiplexing of reads after cells are pooled together for sequencing. Apart from cellular barcodes, molecular barcodes or unique molecular identifiers (UMIs), are frequently employed to remove PCR duplicates and allow identification of unique mRNA molecules, thereby reducing technical noise. The multiple levels of barcoding used in scRNA-seq experiments create additional challenges in data processing together with new opportunities for quality control (QC). Different protocols use different barcode configurations, which means a flexible approach to data preprocessing is required.

A large number of software tools have already been tailored to scRNA-seq analysis [4], the majority of which are focused on downstream tasks such as clustering and trajectory analysis. Methods for preprocessing tend to focus on specific tasks such as *UMI-tools* [5], *umitools* (http://brwnj.github.io/umitools/) and *umis* [6] which have been developed for handling random UMIs and correcting UMI sequencing errors. Other tools such as *CellRanger* [7], *dropEst* [8] and *dropseqPipe* (https://github.com/Hoohm/dropSeqPipe) on the other hand offer a complete preprocessing solution for data generated by droplet based protocols. Other packages such as *scater* [9], and *scran* [10] work further downstream by preprocessing the counts to perform general QC and normalization of scRNA-seq data.

*scPipe* was developed to address the lack of a comprehensive R-based workflow for processing sequencing data from different protocols that can accommodate both UMIs and sample barcodes, map reads to the genome and summarise these results into gene-level counts. Additionally this pipeline collates useful metrics for QC during preprocessing that can be later used to filter genes and samples. In the remainder of this article we provide an overview of the main features of our *scPipe* software and demonstrate its use on various in-house generated and publicly available scRNA-seq datasets.

## Design and implementation

### Single-cell RNA-seq datasets analysed

#### Mouse hematopoietic lineage dataset

Single cell expression profiling of the main hematopoietic lineages in mouse (erythroid, myeloid, lymphoid, stem/progenitors) was performed using a modified CEL-seq2 [11] protocol. B lymphocytes (B220+ FSC-Alow), erythroblasts (Ter119+ CD44+, FSC-Amid/high), granulocytes (Mac1+ Gr1+) and high-end progenitor/stem (Lin- Kit+ Sca1+) were sorted from the bone marrow of a C57BL/6 10-13 week old female mouse. T cells (CD3+ FSC-Alow) were isolated from the thymus of the same mouse. 

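During the sort the fluorescence of each cell was recorded with the well it was deposited in (index data), so the surface proteins of the gates can be set beside the transcripts of the same 374 cells. The median CD3 fluorescence was 10475 in the T lymphocytes and 69 in the B lymphocytes, the median c-Kit fluorescence was 6329 in the progenitor/stem cells and 92 in the erythroblasts, and the median B220 fluorescence was 1078 in the B lymphocytes and 11 in the T lymphocytes, in arbitrary units. For each population the UMI counts of its cells were summed and scaled to the UMIs on mouse genes as CPM. All cells came from 1 mouse, so each population is 1 sample, and the 95% exact Poisson intervals given with the values cover counting error only. The transcripts of Cd3d, Cd3e and Cd3g together reached 1322 CPM (interval 1168 to 1492) in the T lymphocytes and at most 14.7 CPM, in the B lymphocytes, in any other population. Kit reached 677 CPM (622 to 735) in the progenitor/stem cells. In the granulocytes, Ly6g and Ly6c2, the genes of the Gr1 antigens, together reached 1470 CPM (1354 to 1593; 1224 CPM as the mean over wells), with 583 of the 593 UMIs on Ly6c2 and 10 on Ly6g, and Itgam, the Mac-1 gene, 1103 CPM (1003 to 1210). For 3 of the 7 antibodies compared with transcripts here, the transcript was not highest in the population paired with it. Ly6a, the Sca-1 gene, was at 79.1 CPM (61.1 to 101) in the progenitor/stem cells and 171 CPM (133 to 216) in the granulocytes, whose median Sca-1 fluorescence was 62.5 against 5161. Cd44 gave 1 UMI in the erythroblasts and 23 in the granulocytes, whose median CD44 fluorescence was also higher, at 19218.5 against 2526.5 in the erythroblasts. Ptprc was at 692 CPM (559 to 847) in the B lymphocytes and 2904 CPM (2673 to 3150) in the T lymphocytes. B220 is an isoform of the Ptprc product, and counts at the 3' end of transcripts do not tell the isoforms apart.

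**Figure D1:**
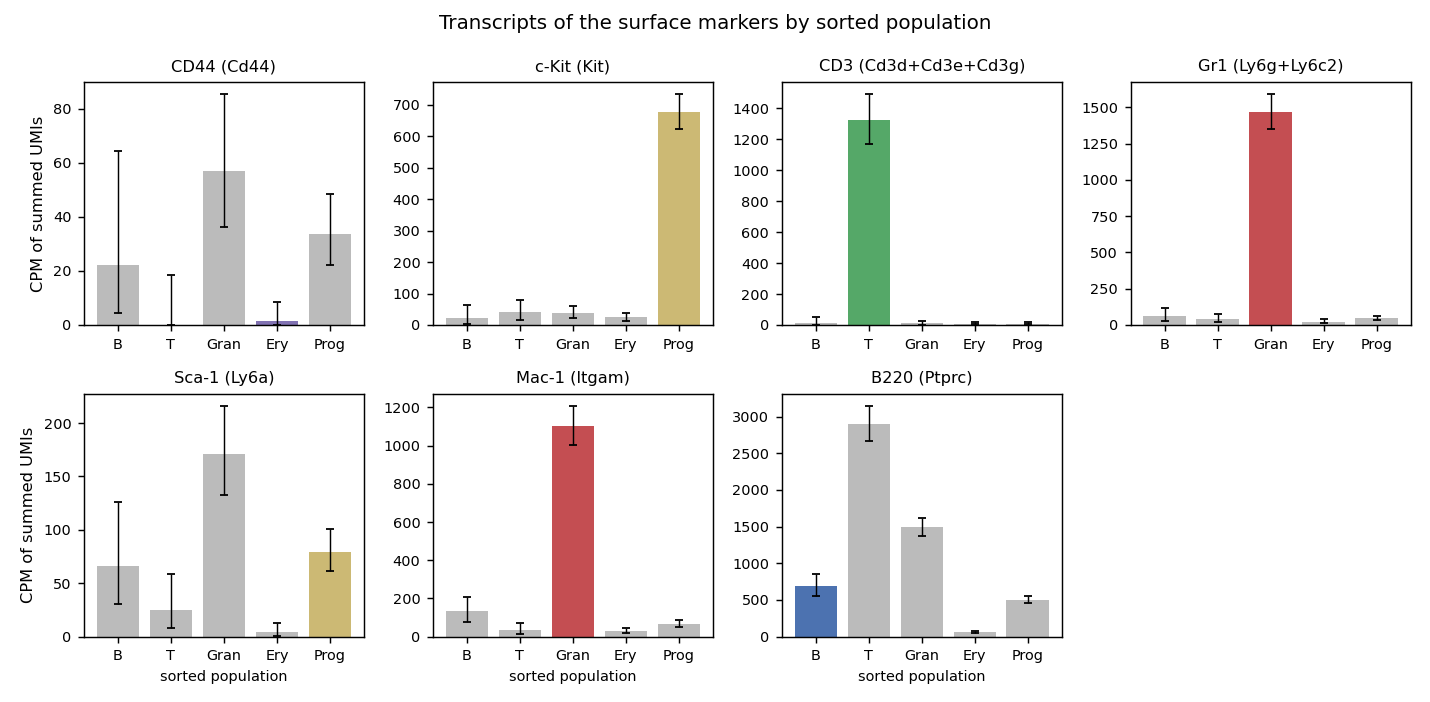
CPM of the summed UMI counts of the transcripts of 7 surface markers in the 5 sorted populations (B and T lymphocytes, granulocytes, erythroblasts, progenitor/stem cells), with the marker and its genes above each panel. Coloured bars mark the population paired with the marker, grey bars the others, and error bars are 95% exact Poisson intervals for counting error. The coloured bar is the highest in 4 of the 7 panels.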

Bone marrow and thymus were dissociated mechanically, washed and stained with antibodies for 1hr on ice. Single cells were deposited on a 384 well plate using an Aria cell sorter (Beckman). Index data was collected and our adapted CEL-seq2 protocol used to generate a library for sequencing. The reads were sequenced by an Illumina Nextseq 500 and processed by *scPipe*. This dataset is available under GEO accession number GSE109999.

#### Human lung adenocarcinoma cell line dataset

The cell lines H2228, NCI-H1975 and HCC827 were retrieved from ATCC (https://www.atcc.org/) and cultured in Roswell Park Memorial Institute (RPMI) 1640 medium with 10% fetal calf serum (FCS) and 1% Penicillin-Streptomycin. The cells were grown independently at 37°C with 5% carbon dioxide until near 100% confluency. Cells were PI stained and 120,000 live cells were sorted for each cell line by FACS to acquire an accurate equal mixture of live cells from the three cell lines. This mixture was then processed by the Chromium 10X single cell platform using the manufacturer’s (10X Genomics) protocol and sequenced with an Illumina Nextseq 500. Filtered gene expression matrices were generated using *CellRanger* (10X Genomics) and *scPipe* independently. For *CellRanger*, we used the default parameters, with --expect-cells = 4000. For *scPipe*, we processed the 4,000 most enriched cell barcodes. The GRCh38 human genome and ENSEMBL v91 human gene annotation were used for both the *scPipe* and *CellRanger* analysis. In *scPipe*, the number of components used in the outlier detection step was set to comp = 2 for quality control to remove poor quality cells. This dataset is available under GEO accession number GSE111108.

#### Ischaemic sensitivity of human tissue dataset

A publicly available Chromium 10X dataset from the Human Cell Atlas project (https://preview.data.humancellatlas.org/) was also preprocessed using *scPipe* and analysed with highly compatible Bioconductor packages. This dataset of roughly 2,000 cells comes from the first spleen harvested in a project seeking to study sensitivity to ischaemia in 3 different tissue types [12]. For this sample, *scPipe* was run with quality and sequence filters turned off in sc_trim_barcode and cellular barcodes were detected from a sample of the first 5 million reads using sc_detect_bc, which resulted in 2,273 detected barcodes. The sequences were aligned to the GRCh38 human genome using *Rsubread* and counts were assigned based on ENSEMBL v91 human gene annotations using *scPipe* and outliers were detected with comp = 2 in the automatic outlier detection step.

### *scPipe* implementation details

*scPipe* is an R [13] / Bioconductor [14] package that can handle data generated from all popular 3’ end scRNA-seq protocols and their variants, such as CEL-seq, MARS-seq, Chromium 10X and Drop-seq. Data from non-UMI protocols generated by Smart-seq and Smart-seq2 can also be handled. The pipeline begins with FASTQ files and outputs both a gene count matrix and a variety of QC statistics. These are presented in a standalone HTML report generated by *rmarkdown* [15] that includes various plots of QC metrics and other data summaries. The *scPipe* package is written in R and C++ and uses the *Rcpp* package [16, 17] to wrap the C++ code into R functions and the *Rhtslib* package [18] for BAM input/output. The key aspects are implemented in C++ for efficiency.

## Results

### The *scPipe* workflow

#### FASTQ reformatting

The *scPipe* workflow (Fig 1) generally begins with paired-end FASTQ data which is passed to the function sc_trim_barcode, which reformats the reads by trimming the barcode and UMI from the reads and moving this information into the read header. There are options to perform some basic filtering in this step, including removing reads with low quality sequence in the barcode and UMI regions and filtering out low complexity reads, most of which are non-informative repetitive sequences such as polyA. The output FASTQ file contains transcript sequences, with barcode information merged into the read names.

**Fig 1:**
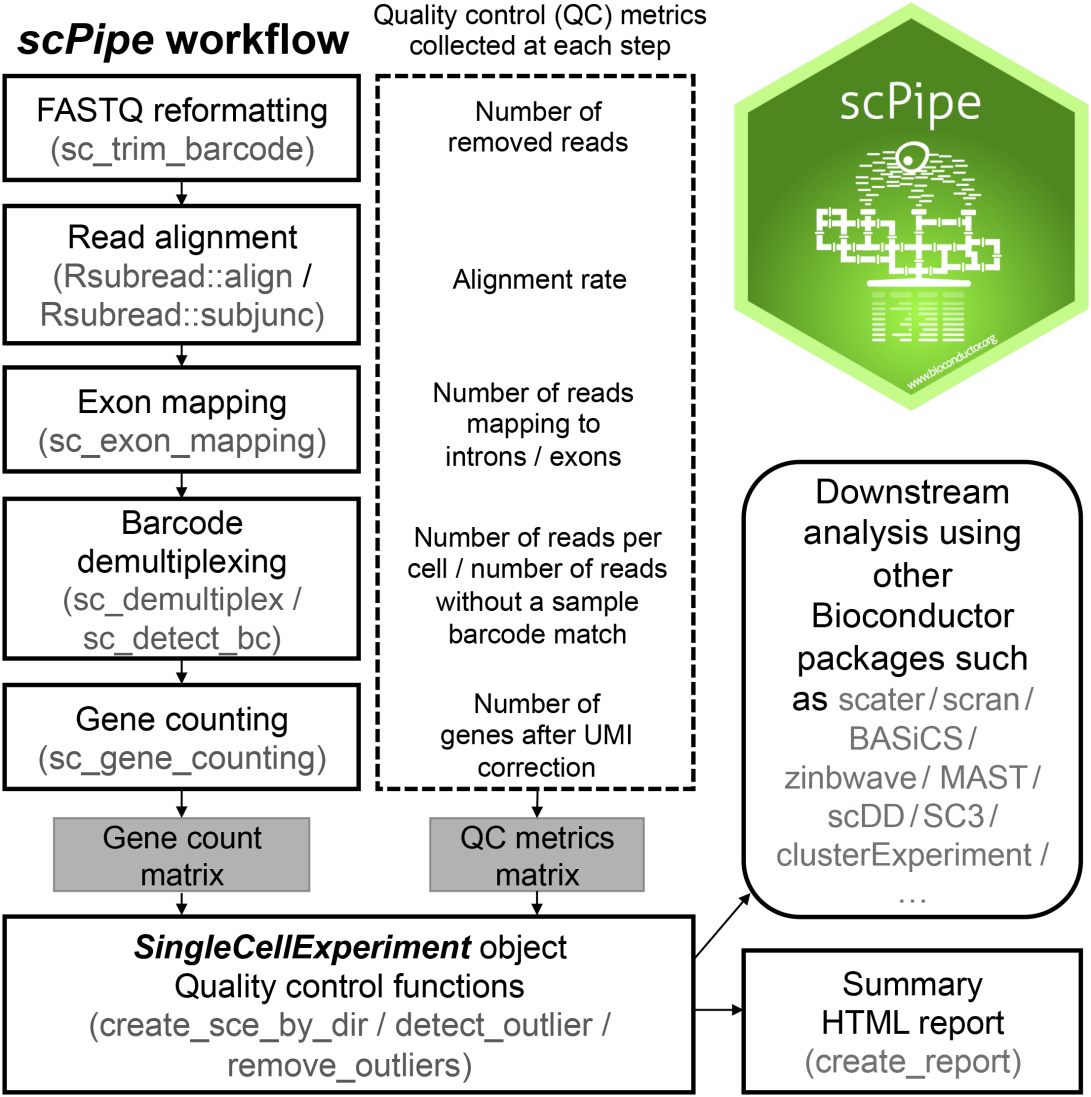
The *scPipe* workflow. *scPipe* is an R/Bioconductor package that uses functionality from a number of other packages, including *Rsubread* to align reads to a reference genome (although in practice any aligner that produces BAM files can be used for read alignment) and *SingleCellExperiment* to organise the counts and sample annotation information. The major steps in the preprocessing pipeline of *scPipe* are shown along with the quality control (QC) statistics collected at each stage. The final output of this process is a matrix of counts and QC metrics for use in downstream analysis and an HTML report that summarises the analysis. The resulting *SingleCellExperiment* object can be used as input to other Bioconductor packages to perform further downstream analysis. *scPipe* logo created by Roberto Bonelli published under a CC0 1.0 license (https://github.com/Bioconductor/BiocStickers/blob/master/scPipe/README.md).

#### Read alignment, exon mapping and barcode demultiplexing

The next stage of preprocessing involves sequence alignment. For this task, any popular RNA-seq read aligner that produces BAM formatted output can be used. By default, *scPipe* uses the fast and convenient R-based *Rsubread* [19] aligner which is available on Linux and Mac OS operating systems. For publicly available datasets from sources such as GEO, FASTQ files are often available per cell and these need to be aligned first before they can be processed further using *scPipe*. For all different types of data, aligned reads in the BAM file are then assigned to exons by the sc_exon_mapping function according to a user provided annotation. Using a similar strategy to *featureCounts* [20], we divide chromosomes into non-overlapping bins and assess the overlap of aligned fragments with exons that fall within the bin to reduce the search complexity. This function records the mapping result, together with the UMI and cell barcodes available from the optional fields of the BAM file with specific BAM tags. By default we use the official BAM tag BC for cell barcode and OX for UMI sequence.

Next, the sc_demultiplex function is used to demultiplex results per cell using the sample barcode information. For CEL-seq and MARS-seq, the demultiplexing is based on the list of designed barcode sequences that the user provides, and allows for mismatches during the cell barcode matching step. For 10X and Drop-seq where the cell barcode sequences need to be identified from the reads, the function sc_detect_bc can be applied to identify enriched barcodes in the data that can then be supplied to sc_demultiplex. This function can accept a list of possible barcodes that may be present in the dataset (if available), such as the white list provided by 10X. Data from non-UMI protocols such as Smart-seq and Smart-seq2 can be handled by setting has_UMI to FALSE when running sc_demultiplex. The sc_detect_bc function summarises the sequences in the cell barcode region, collapsing reads with a small edit distance, which are indicative of sequencing errors. It can report a given number of cell barcodes or keep the cell barcodes based on a read number cutoff. A relaxed threshold is generally recommended when one specifies the number of barcodes to retain, for instance if the estimated number of cells in the library is 1,000-5,000, a threshold of 10,000 would ensure data for all cells is collected. The motivation behind this is that unlike *CellRanger*, we don’t recommend detecting low quality cells or empty barcodes solely based on the number of reads or UMI counts per cell. Instead, more robust and meaningful results can be produced using multiple QC metrics. Hence the sc_detect_bc function should be run to allow more barcodes than cells. The quality control function in *scPipe* can be used to remove erroneous cell barcodes at a later stage. The demultiplexed data are output in a csv file for each cell, where each row corresponds to a read that maps to a specific gene, and columns that include gene id, UMI sequence and mapping position. The overall barcode demultiplexing results are recorded and can be plotted as shown in Fig 2A for the mouse blood cells generated by the CEL-seq2 protocol.

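The mouse blood cells were single cells of 5 sorted populations from 1 mouse, deposited in the wells of 1 plate and processed with CEL-seq2, a protocol that tags the 3' end of each transcript with a cell barcode and a UMI before the cells are pooled. The authors deposited a table of UMI-deduplicated gene counts without normalization, with 1 column per well, 19829 rows of mouse genes and 74 rows of ERCC spike-in controls. Columns were used for the 374 wells whose name matched 1 labelled cell, made up of 44 B lymphocytes, 43 T lymphocytes, 96 granulocytes, 96 erythroblasts and 95 progenitor/stem cells. The total UMI count per well, ERCC included, had a median of 3419 (range 511 to 8792) in the B lymphocytes, 4812 (946 to 11388) in the T lymphocytes, 4336 (9 to 22921) in the granulocytes, 6542 (493 to 20873) in the erythroblasts and 8499 (2127 to 24653) in the progenitor/stem cells. Of the 2403788 UMIs in these wells 6.76% were on ERCC, 88.9% of the entries of the table were 0, and 63.9% of the entries above 0 were 1. Gene symbols came from the GENCODE M21 annotation, in which 19755 of the mouse gene IDs had a symbol. The genome build and annotation behind the counts are not given in the sources used here. Because every population came from the same mouse and the same plate, no value below has a biological replicate, and differences between populations are given with counting error only.

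**Figure D2:**
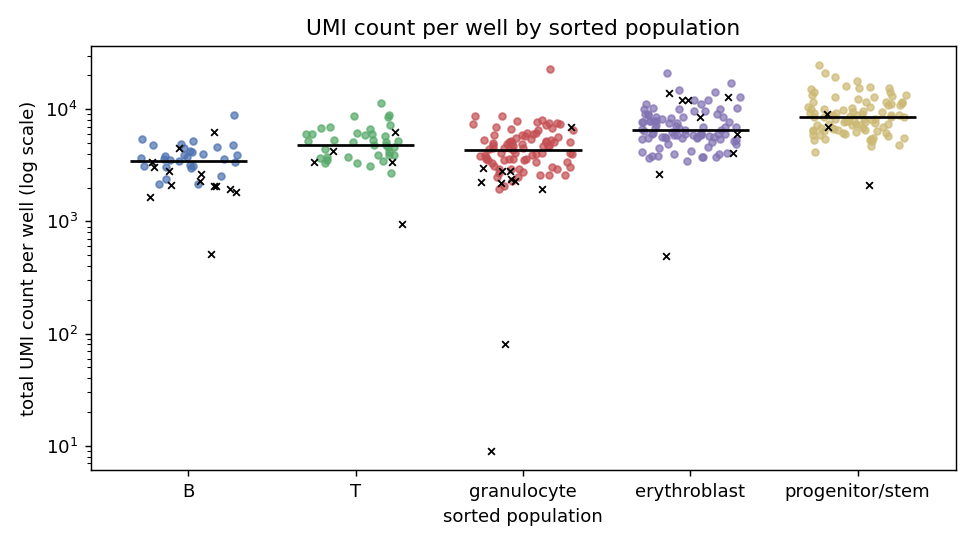
Total UMI count per well, ERCC included, on a log scale, for the wells of the 5 sorted populations. Each point is 1 well, horizontal lines are the medians of 3419, 4812, 4336, 6542 and 8499 from left to right, and crosses mark the 42 wells removed when outlier detection was written anew from the method's description. The lowest granulocyte well had 9 UMIs.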

**Fig 2:**
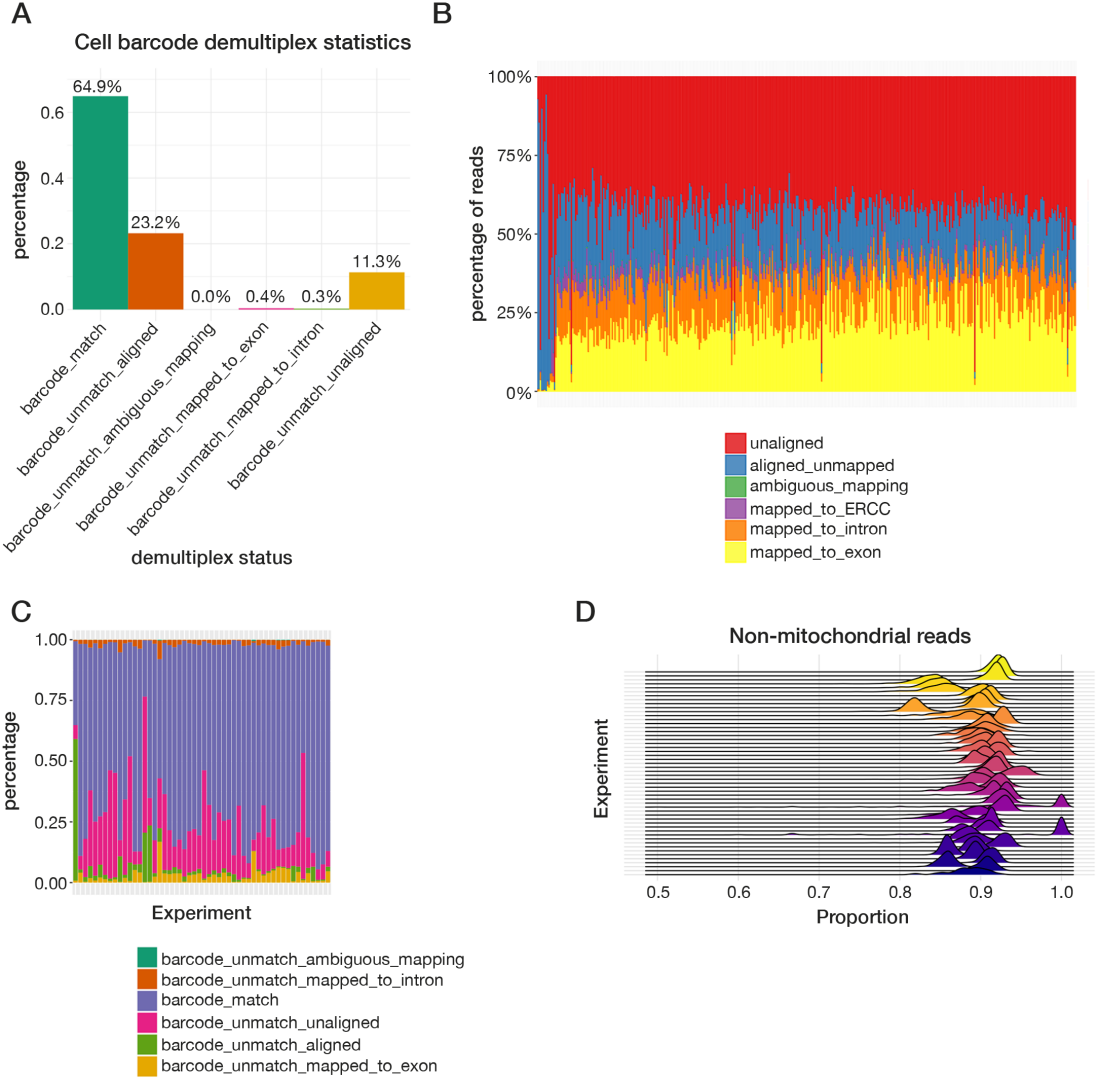
Example QC plots that can be created using output from *scPipe* to assess data quality both within and between experiments. Within experiment displays include (**A**) a bar plot illustrating the overall cell barcode matching results to assess sequencing accuracy across all samples and (**B**) a stacked bar plot showing the mapping rate, separated into reads that map to exon, intron and ERCCs and those that are ambiguously mapped, map elsewhere in the genome and are unaligned for each cell in an experiment (ordered by exon mapping rate). Between experiment displays include (**C**) a stacked bar plot showing the cell barcode matching results from panel (A) from multiple experiments and (**D**) a ridgeline plot presenting the distribution of proportions of non-mitochondrial read counts for cells across multiple experiments.

#### Obtaining a gene count matrix and performing quality assessment

The next stage of preprocessing makes use of the sc_gene_counting function to remove PCR duplicates (also known as UMI deduplication) to generate a gene count matrix. *scPipe* uses a greedy approach based on hamming distance to do this. The detected UMIs are compared to each other and if two UMI sequences are found to be within a certain hamming distance apart (the default is 1) and one UMI has more than twice the count of the other, then the two different UMIs will be treated as instances of the same UMI. The approach is based on the fact that erroneous UMI sequences due to sequencing error usually just have one or two reads. PCR errors, however, can be more problematic, and other more sophisticated network-based methods such as the approach taken in *UMI-tools* have been developed to deal with such errors. When PCR error rates are low, the approach used in *scPipe* should give good results. Our pipeline outputs the raw UMI sequences that map to each gene, which can be used as input for more sophisticated UMI correction methods when the PCR error rate is high. After UMI deduplication we get a gene count matrix that can be used for further analysis. 

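In the count matrix of the mouse blood cells, the gene with the most UMIs in every sorted population was Gm42418, a long noncoding RNA gene (ENSMUSG00000098178) at 39846958 to 39848788 on the forward strand of chromosome 17 in GENCODE M21 (GRCm38). It took 22.7% of the UMIs on mouse genes in the B lymphocytes, 17.0% in the T lymphocytes, 16.4% in the granulocytes, 13.8% in the progenitor/stem cells and 8.59% in the erythroblasts. In that annotation the whole gene lies within a ribosomal RNA gene on the opposite strand, and whether the counting used the strand of the reads is not stated, so its count is uncertain. In the granulocytes the next genes were S100a9 with 21278 UMIs and S100a8 with 17990, and in the erythroblasts Hbb-bs with 56827 and Hba-a1 with 49209. Hba-a1 and Hbb-bs each have a near-identical copy, Hba-a2 and Hbb-bt, between which reads can be split. In the B lymphocytes, T lymphocytes and progenitor/stem cells the next genes were Mir6240 and the mitochondrial ribosomal RNA gene mt-Rnr2, each at 1.66% or less of the UMIs on mouse genes.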

QC information is collected at each step (Fig 1) and includes the total number of mapped reads per cell, UMI deduplication statistics, per cell barcode demultiplexing statistics, UMI correction statistics and External RNA Controls Consortium (ERCC) spike-in control statistics (where present).

*scPipe* uses the S4 infrastructure provided by the *SingleCellExperiment* package [21] for data storage. A SingleCellExperiment object can be constructed by the create_sce_by_dir function using the data folder generated during preprocessing, or by manually specifying all the required slots. Alongside the gene count matrix, this object stores QC information obtained during preprocessing, and the type of gene id and organism name, which can both be useful in downstream functional enrichment analysis.

Next, alignment statistics for each cell can be plotted using the plotMapping function (Fig 2B). Data shown here is again from the mouse blood cell dataset described previously. Monitoring these QC statistics across experiments (Fig 2C and 2D) can be particularly useful for labs that routinely process single-cell data, allowing them to assess the impact changes in lab processes and protocols have on data quality. 

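The quality control metrics of the mouse blood cells were computed again for each of the 374 wells from the deposited UMI counts. The median number of genes with at least 1 UMI, ERCC included, was 1302 in the granulocytes, 1445 in the B lymphocytes, 1895 in the erythroblasts, 2141 in the T lymphocytes and 3381 in the progenitor/stem cells. The median percentage of UMIs that were not on ERCC lay between 87.7% in the B lymphocytes and 94.5% in the progenitor/stem cells. The median percentage not on the 25 mitochondrial genes of the count table, those whose symbol starts with mt-, lay between 97.5% in the erythroblasts and 99.5% in the granulocytes. Across wells, the total UMI count had a Pearson correlation of 0.90 (Spearman 0.89) with the number of genes and of 0.66 (Spearman 0.89) with the non-ERCC percentage. With the non-mitochondrial percentage its Pearson correlation was -0.12 (Spearman -0.08), and it was -0.41 to 0.07 within the 5 populations. These correlations describe cells of 1 mouse and have no test. Over the wells retained by outlier detection, the correlation of the total count with the non-ERCC percentage was 0.76. The ERCC UMIs are part of the total and varied less between wells, with a median of 439 and quartiles of 388 and 490. A rise of the non-ERCC percentage with the total is therefore partly built in.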

Pairwise scatter plots of QC metrics such as the total molecules per cell and the number of genes detected can be generated with the plotQC_pair function (Fig 3).

**Fig 3:**
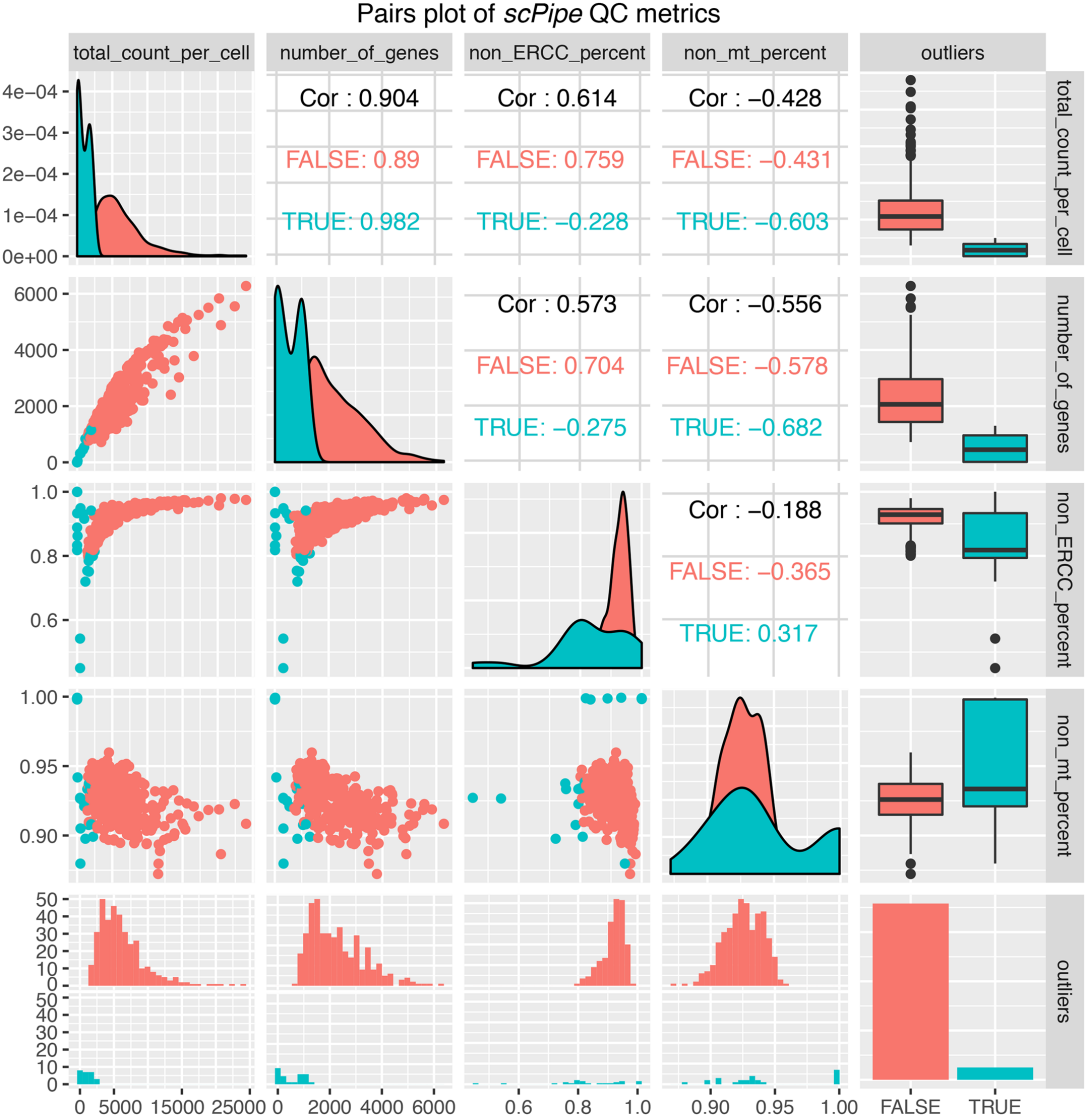
A pairwise scatter plot of the quality control metrics collected by *scPipe* for the mouse blood cell dataset. Sample-specific metrics include the total read count, the number of genes detected and the proportion of non-ERCC or non-mitocondrial reads. The good quality and outlier samples detected by *scPipe*’s automatic outlier detection method are indicated in each panel by a different colour.

*scPipe* implements a multivariate outlier detection method for discovering low quality cells to remove from further analysis. The method uses up to 5 metrics (log-transformed number of molecules detected, the number of genes detected, the percentage of reads mapping to ribosomal, or mitochondrial genes and ERCC recovery (where available)) as input (Fig 3) to a Gaussian mixture model (GMM). There are three stages in the outlier detection process. First the Mahalanobis distances between cells based on the quality control metrics chosen are calculated, with extreme cells removed before fitting the GMM using the *mclust* package [22]. The QC metrics of the remaining cells are used to capture the overall heterogeneity in the dataset. The mixture component with systematically lower QC metrics, such as lower numbers of genes detected and lower numbers of molecular counts are marked as outliers. In the final stage, the Mahalanobis distance is calculated for cells from the mixture component with the highest QC metric values with outliers automatically detected based on this distance. Outlier detection can then be reconciled with visual inspection of the QC metrics through the afore-mentioned QC plotting options to fine tune the sample-specific filtering thresholds chosen. Depending on the data, the only argument that needs to be specified is the maximum number of components in the GMM. In most cases, this is set to 1 or 2 for good quality data with only a small proportion of poor quality cells. For data generated by droplet-based protocols where larger proportions of poor quality cells may be expected, the number of components can be set to 2 or 3 to model extra components that correspond to the good and poor quality cells. Apart from the number of components, the user can also adjust the confidence interval for choosing outliers (0.99 by default).

An HTML report generated using *rmarkdown* [15] that includes all run parameters used, QC statistics and various types of dimension reduction plots of both the gene expression data and QC metrics can be generated using the create_report function (Fig 4). As *scPipe* generates consistent QC measures across different protocols and experiments, these QC metrics can be easily combined (Fig 2C and 2D) to facilitate comparisons between multiple datasets.

**Fig 4:**
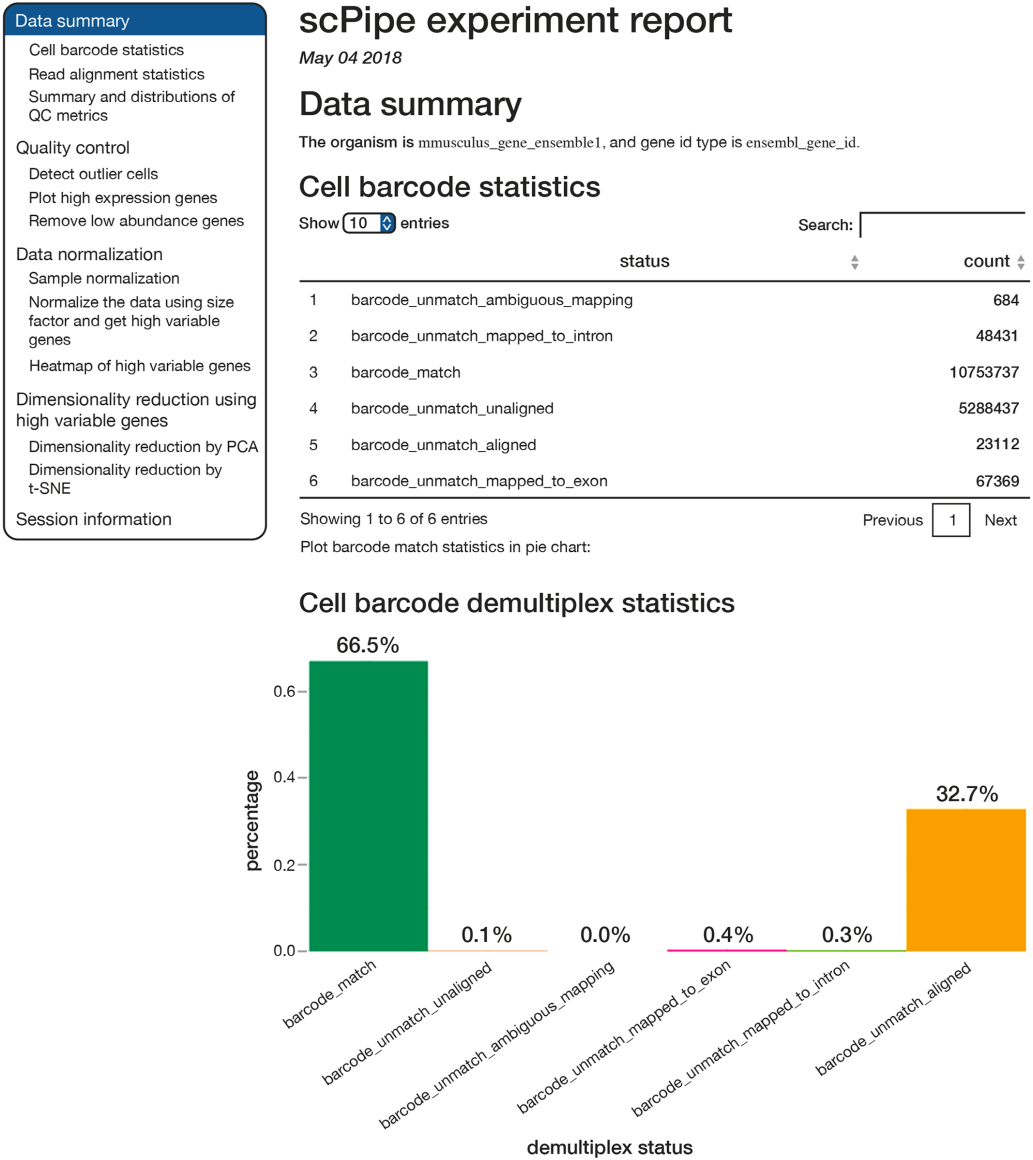
Screenshot of an HTML report created by *scPipe* for the mouse blood cell dataset. This report organises the output of *scPipe*, including run parameters and QC metrics and also generates basic dimension reduction plots of the data. Such reports provide a convenient format for communicating basic QC information to collaborators to help them evaluate the overall quality of an experiment.

After QC, the data can be easily passed to downstream packages. Use of the *SingleCellExperiment* class ensures the output of *scPipe* is fully interoperable with a range of other Bioconductor packages. For instance, packages such as *scater*, *scran* and *BASiCS* [23] can be used for normalization, *zinbwave* [24] for dealing with zero inflation in the data and removing unwanted variation, *SC3* [25] and *clusterExperiment* [26] for clustering and *MAST* [27] and *scDD* [28] for differential expression analysis.

#### Using *scPipe*

A vignette accompanying the package provides further details on implementation and an example use case on the CEL-seq2 mouse blood dataset.

This example dataset contains 100 million reads and takes under 2 hours to process on a standard Linux server. *scPipe* creates a *SingleCellExperiment* object from the count matrix and mapping statistics output by the pipeline which can be manipulated using other Bioconductor packages for single cell analysis. *scPipe*’s outlier detection has been used to remove low quality cells (Fig 3). For the mouse blood dataset, scPipe’s outlier removal retained 359 of 383 cells for further analysis and in the human spleen dataset, 1,397 of the 2,273 detected cells were retained for further analysis. 

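Outlier detection was written anew from the description of the method, since *scPipe* itself was not run. The metrics were the log2 total UMI count, the number of genes, the non-ERCC percentage and the non-mitochondrial percentage. Mahalanobis distances from a robust (minimum covariance determinant) centre were compared with the 0.99 quantile of the chi-square distribution for 1 mixture component, and wells beyond it on the low side were removed. Of the 374 wells, 332 were retained, which is 88.8% (95% exact binomial interval 85.1% to 91.8%, counting error only). The retained share was 68.2% (52.4% to 81.4%) of the 44 B lymphocytes, 88.4% (74.9% to 96.1%) of the 43 T lymphocytes, 88.5% (80.4% to 94.1%) of the 96 granulocytes, 90.6% (82.9% to 95.6%) of the 96 erythroblasts and 96.8% (91.0% to 99.3%) of the 95 progenitor/stem cells. Removed wells had a median total UMI count of 2805 against 5900 in retained wells, a median of 1124 genes against 2112, and a median non-ERCC percentage of 84.9% against 93.0%. The shares by population depend on judging all wells together. With outlier detection run within each population, 86.4% of the B lymphocytes and 82.1% of the progenitor/stem cells were retained, the latter then the lowest share. The number of mixture components moved the total most. With 2 components 224 wells were retained, 5 of them B lymphocytes, and with 3 components 81 wells.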

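Size factors were computed with *scran* for the 374 wells of the mouse blood dataset, on mouse genes only and after a first clustering of the cells. The median size factor was 0.39 in the granulocytes, 0.56 in the B lymphocytes, 0.58 in the erythroblasts, 0.93 in the T lymphocytes and 1.78 in the progenitor/stem cells. The erythroblasts had a higher median total UMI count than the T lymphocytes and a lower median size factor. Across wells the log2 size factor and the log2 total UMI count, ERCC included, had a Pearson correlation of 0.89, and computed on the retained wells alone it was 0.84.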

We applied *scran* to compute size factors for normalization. Differential expression analysis was performed between the *a priori* defined B-lymphocyte and T-lymphocyte cells (based on FACS sorting information available for the cells in each well) using a generalised linear model from *edgeR* [29] after performing conversion to a *DGEList* using *scater* (Fig 5A). 

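As a check of the sorting labels, each well was compared with the 5 populations by the Pearson correlation of log2(CPM + 10) with the summed counts of each population, leaving the well out of its own sum, over 3906 genes with at least 100 UMIs. The highest correlation was with the well's own population in 367 of the 374 wells, which is 98.1% (95% exact binomial interval 96.2% to 99.2%). The exceptions were 2 of the 44 B lymphocyte wells, 1 of the 43 T lymphocyte wells, 2 granulocyte wells, 1 erythroblast well and 1 progenitor/stem cell well. All wells kept their sorting label. The share was 98.6% after thinning to 1000 UMIs the 369 wells that held as many, and 99.1% on the retained wells. These sets leave out the exceptions B6, C5 and P4, which held 485, 466 and 426 UMIs on mouse genes, so the shares do not show a gain. After thinning, B21 and P11 became exceptions and J12 was no longer one. Wells A8 and B2 of the B lymphocytes were singled out by their fluorescence alone. Well A8 had Gr1 fluorescence of 15209, against a median of 26 in the B lymphocyte wells. Its granulocyte markers (S100a8, S100a9, Ngp, Ltf, Camp, Lcn2, Mmp8 and Retnlg) took 11.5% (10.5% to 12.4%) of its UMIs on mouse genes, against a median of 0.24% in the other B lymphocyte wells. Well B2 had CD3 fluorescence of 7905, and none of its 2652 UMIs on mouse genes was on the T lymphocyte markers, which allows a share of up to 0.14%, while the B lymphocyte markers took 1.36% (0.95% to 1.87%).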

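For the comparison of the B lymphocytes with the T lymphocytes, the UMI counts of the 44 and 43 wells were summed, giving 135808 and 200396 UMIs on mouse genes. Each population is 1 sample from 1 mouse, so no test across cells was made and no number of differentially expressed genes is given. Log2 ratios of CPM, T lymphocytes over B lymphocytes, have 95% exact conditional binomial intervals for counting error. Over the 1103 genes with at least 50 UMIs in the 2 populations together, the median log2 ratio was 0.29, the 5th percentile was -2.00 and the 95th percentile 2.40, with sums under 3 UMIs set to 3. Single ratios are given without that floor, and the ranking used it. The genes ranked highest were Trac (2 UMIs in the B lymphocytes and 265 in the T lymphocytes, log2 ratio 6.49, interval 4.62 to 9.54), Tcf7 (2 and 257), Bcl11b (1 and 204), Ms4a4b (3 and 201) and Trbc2 (8 and 455, log2 ratio 5.27, interval 4.28 to 6.49). Trac encodes the constant region of the T cell receptor alpha chain and lies at 54220521 to 54224206 on chromosome 14 in GENCODE M21 (GRCm38). Trbc2 has a near-identical copy, Trbc1, Ms4a4b is one of a family of similar genes, and Tcf7 overlaps other annotated genes, so their counts are uncertain. The genes ranked lowest were Cecr2 (180 UMIs in the B lymphocytes and 2 in the T lymphocytes, log2 ratio -7.05, interval -10.11 to -5.18), Cd79a (156 and 2), Syk (151 and 4), Cd79b (186 and 5, log2 ratio -5.78, interval -7.42 to -4.53) and Igkc (446 and 12). Cd79a and Cd79b encode the signalling chains of the B cell receptor. Cd79a lies at 24897381 to 24902197 on chromosome 7, and Igkc, the constant region of the kappa light chain, overlaps another annotated gene. Trbc2 was at 58.9 CPM in the B lymphocytes, 116 in the granulocytes, 51.0 in the erythroblasts and 63.5 in the progenitor/stem cells. Igkc was at 59.9 CPM in the T lymphocytes and at 69.4, 63.0 and 45.5 in the granulocytes, erythroblasts and progenitor/stem cells. If these low values include a background over the plate, the ratios of Trbc2 and Igkc are smaller in size than without it. The counting intervals do not cover this. Without the floor, markers with 1 UMI in the lower population lay beyond some of these genes, such as Cd3d (1 and 85, log2 ratio 5.85, interval 3.33 to 11.17) and Ms4a1 (62 and 1, log2 ratio -6.52, interval -11.84 to -3.98). Cd3g had no UMI in the B lymphocytes and 116 in the T lymphocytes, which puts the log2 ratio at 4.39 or more by its interval. With *scran* size factors in place of CPM, 3 of the 5 highest and 4 of the 5 lowest genes remained among the 5 of their direction, and the median log2 ratio was 0.13.

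**Figure D3:**
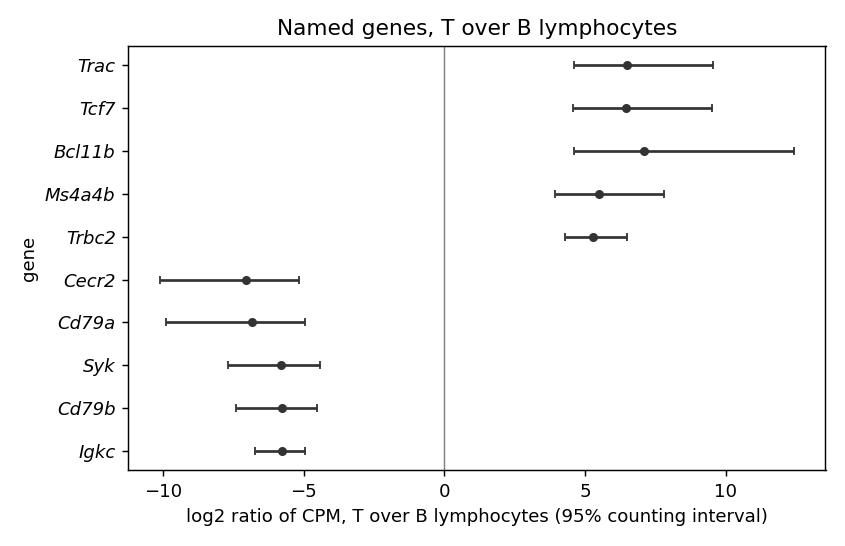
Log2 ratio of CPM, T lymphocytes over B lymphocytes, of the 5 genes ranked highest and the 5 ranked lowest with sums under 3 UMIs set to 3, from UMI counts summed over 43 and 44 wells of 1 mouse. Points are the ratios without that floor, bars are 95% intervals for counting error only, and the vertical line marks equal CPM. The ratios run from -7.05 for Cecr2 to 7.11 for Bcl11b, and no bar reaches the line.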

From this analysis 636 differentially expressed genes were discovered based on likelihood-ratio testing (LRT) at a 0.05 false-discovery-rate (FDR) threshold.

**Fig 5:**
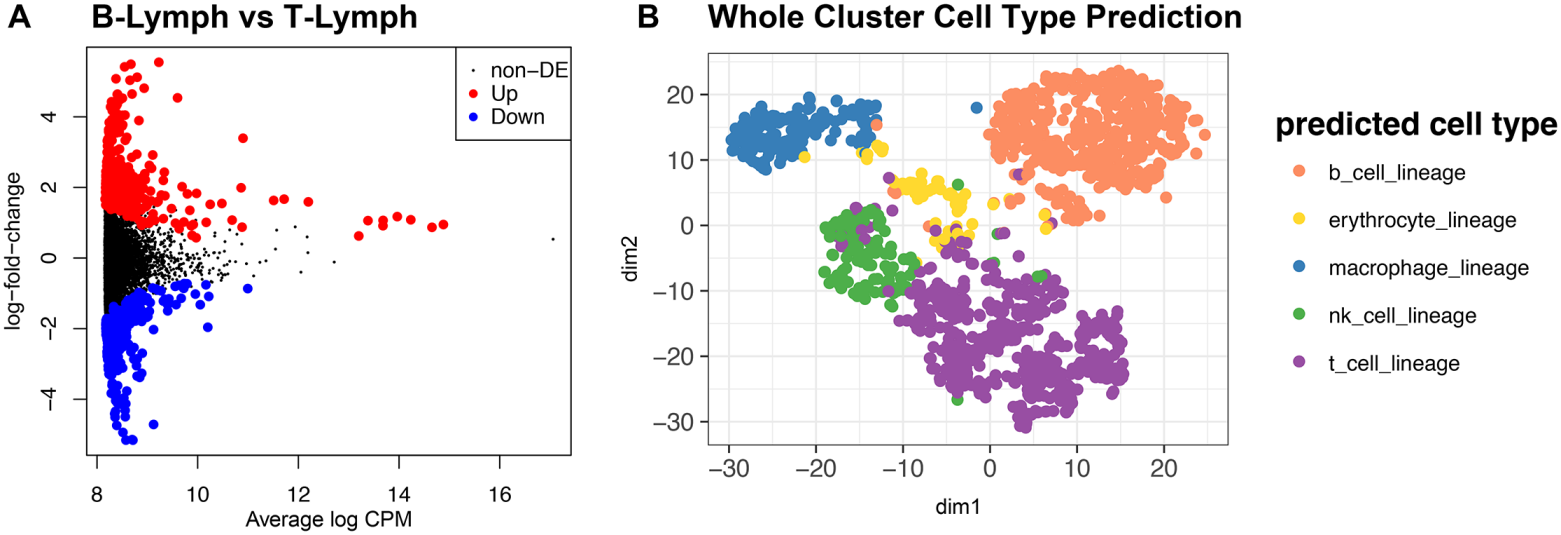
Analysis results produced with *SingleCellExperiment*-compatible packages from Bioconductor. (**A**) Differential gene expression results from comparing B-lymphocytes and T-lymphocytes known *a priori* in the CEL-seq2 mouse blood dataset. Highlighted points are genes determined to be significantly differentially expressed from LRT with 0.05 FDR cutoff. (**B**) tSNE coloured by cell type predictions obtained for *SC3* clusters for the first spleen sample from the Human Cell Atlas ischaemic sensitivity dataset. The 10 clusters from *SC3* were assigned to 5 distinct cell types from the reference set of 12 lineages.

A second example uses data from the pilot Human Cell Atlas ischaemic sensitivity dataset, which was again preprocessed by *scPipe*, with automatic outlier detection leaving 1,397 cells, which were then normalized using *scran*. Next, we performed cell clustering with *SC3*, where the number of clusters produced was optimised by *SC3*’s estimate_k function to give 10 clusters. To annotate these clusters, the mean normalized expression of each cluster was correlated with a microarray dataset of 12 immunological lineages [30]. The lineage with the highest correlation was considered the most likely cell type candidate for each cluster. Using this method, the 10 clusters identified by *SC3* were assigned to 5 of the 12 potential candidate lineages (Fig 5B).

A third example of running *scPipe* on the Chromium 10X cell line data is, which has 400 million reads from around 1,000 cells takes about 10 hours on a standard Linux server. We also provide examples of using *scPipe* with an alternate aligner (STAR [31]). Code for each of these example analyses is provided as Supplementary Information from http://bioinf.wehi.edu.au/scPipe/.

*scPipe* is a fully modular pipeline, with each step generating independent results. It is also flexible with its inputs, accepting FASTQ as outlined above, or BAM files produced by *CellRanger* and Dropseq tools (http://mccarrolllab.com/dropseq/) from which a gene count matrix can be generated. This approach ensures interoperability with tools both inside and outside of Bioconductor to give the data analyst maximum flexibility when configuring their scRNA-seq analysis pipelines.

#### Comparing *scPipe* with other pipelines

We reviewed the tools currently available for scRNA-seq data preprocessing identified through the ‘Alignment’ and ‘UMIs’ categories provided by the https://www.scrna-tools.org/ website [4]. The search revealed 9 tools that have overlapping functionality with *scPipe*, summarised in Table 1. Our software is the only Bioconductor package that spans all major single cell platforms (both plate and droplet-based) and the full range of preprocessing tasks (alignment, UMI handling and QC). The shell program *zUMIs* [32] is another program that covers the breadth of platforms and preprocessing tasks. Other software tools, such as *dropSeqPipe*, *CellRanger* and *dropEst* [8] only deal with data from droplet-based protocols, *Sharq* [33] is suitable for plate-based approaches, and the remaining handle the UMI processing step only. *CellRanger* is the only tool that also offers downstream analysis, with clustering and differential expression testing included in its default output.

**Table 1:** Summary of the data preprocessing software currently available for scRNA-seq analysis and the particular tasks covered by each package.

Software	Language	Input	Multiple technologies	Analysis task			
				Alignment	UMI handling	QC metrics	Downstream analysis
scPipe	R	FASTQ	✓	✓	✓	✓	×
zUMIs	Shell	FASTQ	✓	✓	✓	✓	×
dropSeqPipe	Snakemake	FASTQ	×	✓	✓	✓	×
Sharq	Python/Perl/R	FASTQ	×	✓	✓	✓	×
CellRanger	Python/R	BCL/FASTQ	×	✓	✓	✓	✓
dropEst	C++/R	FASTQ	×	✓	✓	✓	×
UMI-tools	Python	FASTQ	✓	×	✓	×	×
umis	Python	FASTQ	✓	×	✓	×	×
sircel	Python	FASTQ	✓	×	✓	×	×
TRUmiCount	R/Shell	BAM	✓	×	✓	×	×

In order to highlight the differences between *scPipe* and the popular *CellRanger* pipeline that processes raw data from the Chromium 10X platform, we performed a benchmark experiment that included 3 human lung adenocarcinoma cell lines (see Materials and methods) and processed the raw data using both *scPipe* and *CellRanger* (Fig 6A). The dataset contains about 1,000 cells. *CellRanger* returns 1,027 cells and *scPipe* 981 cells after QC (Fig 6B). The t-SNE plot [34] generated from the *CellRanger* output shows that the 48 cells that appear in the *CellRanger* results but not in *scPipe* tend to cluster together (Fig 6C). Inspection of their QC metrics (Fig 6D) shows that these cells have higher proportions of mitochondrial gene counts, suggesting they may be dead cells that should be excluded from downstream analysis. Since *CellRanger* only uses the UMI counts per cell as a QC cutoff, the results generated by *CellRanger* may contain dead cells and benefit from a further round of QC. The *scPipe* analysis on the other hand uses multiple QC metrics by default (Fig 3) to achieve a robust measure of cell quality to ensure low quality cells are discarded. This comparison shows the benefit of *scPipe*’s built-in QC step.

**Fig 6:**
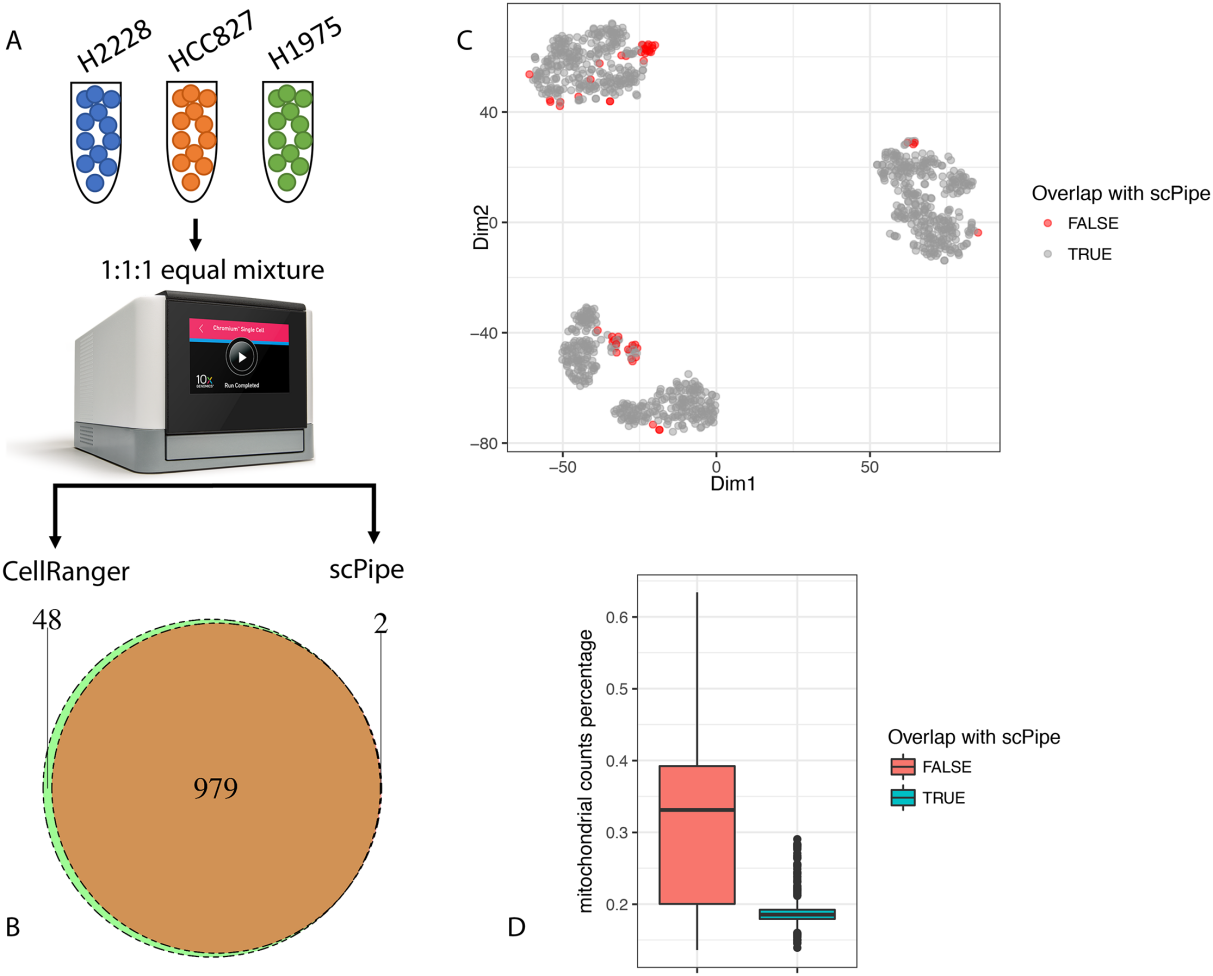
Comparing *scPipe* and *CellRanger*. (**A**) The workflow for the comparison. An equal mixture of cells from three cell lines are sequenced using the Chromium 10X platform (see Materials and methods). Data were processed by *scPipe* and *CellRanger*. (**B**) The pie chart shows the overlap of cell barcode detected by *scPipe* and *CellRanger*. (**C**) The t-SNE plot generated using *CellRanger* output. Cell barcodes that only exist in *CellRanger* are highlighted. (**D**) Box plots showing the percentage of mitochondrial gene counts in cells that overlap with *scPipe* or only exist in the *CellRanger* results.

## Availability and future directions

The *scPipe* package is available from https://www.bioconductor.org/packages/scPipe. Code for each of the example analyses described in the ‘*Using scPipe*’ section above is available from http://bioinf.wehi.edu.au/scPipe/. Bug reports and questions about using *scPipe* should be posted on the Bioconductor support site (https://support.bioconductor.org/).

With the growing popularity of scRNA-seq technology, many tools have been developed for normalization, dimensionality reduction and clustering. There are relatively few packages designed to handle the raw data obtained from the various 3’ end sequencing protocols with their associated UMIs and cell-specific barcodes from beginning to end and collect detailed quality control information. The *scPipe* package bridges this gap between the raw FASTQ files with mixed barcode types and transcript sequences and the gene count matrix that is the entry point for all downstream analyses. *scPipe* outputs numerous QC metrics obtained at each preprocessing step and displays these results in an HTML report to assist end users in QC evaluations. Future improvements that are planned for *scPipe* include support for new scRNA-seq protocols as they emerge and parallelization of the various preprocessing steps to enable scalability to larger datasets. We also plan to generate a more comprehensive scRNA-seq benchmark dataset to ensure the default UMI correction and quality control methods used in *scPipe* are optimal that will also allow for a more detailed comparison of *scPipe* with other relevant analysis pipelines, such as *zUMIs*.

How the deposited data were processed for this re-analysis (not part of the article)

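Single cells of 5 sorted populations of 1 mouse (44 B lymphocytes, 43 T lymphocytes, 96 granulocytes, 96 erythroblasts and 95 progenitor/stem cells) were measured by CEL-seq2 on 1 plate. The authors deposited whole-number UMI counts per gene and well, not normalized. As the paper describes *scPipe*, reads are aligned (by Rsubread unless another aligner is chosen), assigned to exons, demultiplexed by the designed barcodes and collapsed to UMIs. The version of the aligner, the genome build, the annotation and the use of strand are not given in the sources used here. The labels give 2 layouts of read 1 that contradict each other, and the counts were used as deposited. Columns were matched to samples by well, and 9 columns that match no sample were not used. Gene symbols were taken from GENCODE M21, and 74 mouse gene IDs without a symbol held 1107 UMIs. Coordinates are those of GENCODE M21 (GRCm38), which may not be the build of the authors.

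The quality metrics were the total UMI count, the number of genes with a UMI (both with ERCC included), and the percentages of UMIs not on ERCC and not on the 25 genes whose symbol starts with mt-. Outlier detection was written anew with R 4.3.3, mclust 6.1.1 and MASS 7.3.60.0.1. Wells with a Mahalanobis distance above the 0.99 chi-square quantile were left out of the fit. They were still judged by the last step. With more than 1 component, a Gaussian mixture (mclust models EEE, EVV and VVV) was fitted and the wells outside the component with the highest mean log2 total count were removed. A minimum covariance determinant fit (a share of 0.7 of the wells, 2000 random starts, fixed seed) gave the centre, and wells above the 0.99 quantile whose summed standardized metrics were below the centre were removed. The paper marks the component with systematically lower metrics as outliers, whereas every component but the highest in total count was removed here. The cut for the fit, the treatment of the wells left out of it, the mixture models and the robust fit are not in the paper's text. Neither are the rule for the low side, the removal of every component but the highest, and the number of components used for this dataset. They were chosen here, 1 version was written, and none was adjusted to the paper's number of retained cells. Other choices can change which wells are removed. On simulated metrics the steps found 24 of 24 planted low wells and removed 1 of 350 others. That checks only that the steps ran as written, and it gives no error rate for the real wells. The real wells came from populations that differed in these metrics, and which of them were truly of low quality is not known.

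Size factors came from scran 1.30.0 (quickCluster with a minimum cluster size of 40, then computeSumFactors), and edgeR 4.0.16 was used only for TMM factors in an alternative. Counts were summed per population, and CPM was computed from them on the UMIs on mouse genes. Each population is 1 sample, so no p-value, standard error or count of differentially expressed genes was computed. Intervals are 95% exact Poisson intervals for sums, exact binomial intervals for shares and exact conditional binomial intervals for ratios, and all cover counting error only. For the ranking and the percentiles of log2 ratios, sums under 3 UMIs were set to a floor of 3 UMIs, and the log2 ratios given for single genes are without it. The median UMI count per well was 5736, and 1103 genes reached 50 UMIs in the B and T lymphocytes together, so that lower genes have wide intervals. In simulated sums with 200 changed genes, 96.3% of the intervals of 1103 genes held the true ratio. In simulated cells the comparison with population sums found all 20 exchanged labels. Python 3 with numpy, pandas, scipy and matplotlib was used for the rest.

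The genes named are, by a rule set before the data were examined, the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 50 UMIs and a UMI in at least 25% of the wells of the higher population, the 3 most abundant genes of each population, and lists of markers written beforehand. The markers were, for B lymphocytes, Cd79a, Cd79b, Ms4a1, Ighm, Ebf1, Pax5 and Vpreb3; for T lymphocytes, Cd3d, Cd3e, Cd3g, Cd8a, Cd8b1, Cd4, Lck and Tcf7; for granulocytes, S100a8, S100a9, Ngp, Ltf, Camp, Lcn2, Mmp8 and Retnlg; for erythroblasts, Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Car2, Alas2 and Slc4a1; and for progenitor/stem cells, Kit, Cd34, Flt3, Adgrg1, Meis1 and Hlf. Themis and Mecom were on these lists and are not analysed here. Some other genes of the lists set beforehand are not reported here, and the sums over the lists were computed without them after the results had been seen, which changed the outcome of no test. The 39 alternatives set before the data were examined changed the mixture components, confidence, metrics and grouping of outlier detection, the wells used, the weighting of cells, the normalization, the filters on counts and the correlation. A further 3 were added after the data had been seen. The human cell line and spleen experiments of the paper, and its read-level statistics, are not analysed here.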

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

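The tests of even spread over the plate, of the ribosomal RNA gene and of Gm42418 relative to ERCC, the slope of Gm42418 on other UMIs, and the values without single wells or populations, were chosen only after the results were seen, and the other tests were written down before their values were computed.

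In the B lymphocyte well A8, a signal was found in index data that the paper does not analyse. Granulocyte markers took 11.5% of its UMIs on mouse genes, above the highest share of the other B lymphocyte wells (3.92%) and within the range of the granulocyte wells (up to 33.0%, median 16.6%). The B lymphocyte markers had no UMI in it, and its nearest population was the granulocytes. The values are those that a granulocyte deposited in the well would give, and a mislabelled well is not told apart from a missorted cell. Outlier detection retained this well. In well B2, which had CD3 fluorescence in the range of the T lymphocytes, the share of T lymphocyte markers was 0, so that the index value has no counterpart in the transcripts. One T lymphocyte well also had none of these markers, and B2 held 1.36% of B lymphocyte markers.

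Haemoglobin transcripts (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt) made up 1.77% of the UMIs on mouse genes in the T lymphocytes (interval 1.71% to 1.83%), cells that should not make them, and 2.83% in the B lymphocytes, 1.54% in the granulocytes and 1.21% in the progenitor/stem cells, against 23.5% in the erythroblasts. The paper does not discuss these genes. The T lymphocytes came from the thymus and the others from the bone marrow, so free RNA of the marrow suspension as the whole cause is argued against by a share in the T lymphocytes above those of the granulocytes and the progenitor/stem cells, although below that of the B lymphocytes. A strictly equal exchange of barcodes after pooling is argued against, since the mean number per well differed 1.65-fold between the populations with the most and the fewest. This range rests in part on a few wells. The medians per well were closer, at 51.5 in the B lymphocytes, 72 in the T lymphocytes, 59 in the granulocytes and 77 in the progenitor/stem cells. Without the wells over 3 times the median of their population, the means were 52.9, 75.2, 64.8 and 80.2 in the same order. An exchange that differs between wells is not argued against by these values. For an even spread of all molecules over the plate, the markers of the other 4 populations in T lymphocyte wells had to lie at shares of their own UMIs within 3-fold of each other, and they differed 4.00-fold. This outcome rests on the B lymphocyte markers, which may include transcripts made by the sorted cells. Without them the shares differed 1.88-fold, within the limit, but by more than counting error, with erythroblast over granulocyte markers at 1.88 (interval 1.73 to 2.03). In B lymphocyte wells erythroblast over progenitor/stem cell markers were at 3.38 (2.21 to 5.46), with 21 UMIs of the latter, and at 1.90 (1.21 to 3.16) without the 7 wells high in haemoglobin. A strictly even spread as the whole cause is argued against, and an uneven one stays open. Liquid carried between neighbouring wells predicted more in both rows next to the erythroblasts. Row G had 0.84 times the mean of rows H to J. Row B had 1.73 times the mean of row A, which rests on wells B19 to B24, since wells B1 to B18 had 0.864 times that mean, or 1.04 times without well A22. This argues against it as a general cause and leaves wells B19 to B24 open. Barcodes of similar sequence are argued against, as Spearman's rho with the number of near erythroblast barcodes was at most 0.0897 within the populations, although Pearson's r reached 0.25 in the progenitor/stem cells. An uneven exchange of molecules, free RNA in both suspensions, or a mixture of these stays open, and no biological explanation was tested.

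Gm42418 took 13.5% of the UMIs on mouse genes over the 374 wells, a gene the paper does not discuss. In GENCODE M21 (GRCm38) 1831 bases, its whole length, lie within CT010467.1, an annotated ribosomal RNA gene on the opposite strand, so a candidate explanation is that reads of ribosomal RNA were counted on it. The overlap does not decide this. Gm42418 held 303251 UMIs and CT010467.1 held 661, so both were counted, and a count that ignored strand and dropped reads on both genes would leave none on Gm42418. How reads on both were assigned is not given in the sources used here, and the explanation stays open. A lower content of other transcripts was tested as the reason for its different share. Within populations the slope of log2 Gm42418 UMIs on log2 UMIs of the other mouse genes reached 1.83 in the B lymphocytes and was 0.97 in the granulocytes, whereas that explanation needs slopes clearly below 1, which argues against it for the wells of 1 population. The slope replaced the correlation of the share with the other UMIs relative to ERCC, which had been written down first and shares its denominator. That correlation was not clearly negative in any population, from -0.003 in the granulocytes to 0.53 in the T lymphocytes. Between populations the values go with it in part. Gm42418 UMIs per ERCC UMI were 1.70 in the B lymphocytes, 1.72 in the T lymphocytes, 1.58 in the granulocytes, 1.49 in the erythroblasts and 2.59 in the progenitor/stem cells, a 1.74-fold range, where the other mouse UMIs per ERCC UMI had a 2.79-fold range. Without the progenitor/stem cells the ranges were 1.15-fold and 2.73-fold. With 1 sample per population, content and cell type cannot be told apart, and a difference in Gm42418 itself between the sorted cell types, above all in the progenitor/stem cells, stays open.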

How the results depend on the processing

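The settings with Gm42418 left out of the total and with nuclear genes of mitochondrial proteins added were chosen after seeing the data, and all others before the data were examined. No paired analysis was possible because all cells came from 1 mouse and the results come from no test. Values without a binomial or counting interval count as moved beyond 0.01 for a correlation, 1% for a median UMI or gene count or share, and 0.05 for the median or a percentile of log2 ratios, tolerances chosen here. Single genes were not tested against replicates, and the depth limits them: the interval of Trac alone spans 4.62 to 9.54.

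The share of wells retained by outlier detection was 88.8%. It moved to 59.9% with 2 mixture components, 21.7% with 3, 81.6% at a confidence of 0.9, 85.0% with wells on both sides of the centre removed, and 94.7% with a threshold from a robust line through the quantile plot. It stayed within its binomial interval with the higher of the other 2 confidences, with the ribosomal protein percentage added, without the non-ERCC or the non-mitochondrial percentage, within each population, and with nuclear genes of mitochondrial proteins added. Which wells were removed changed more than their number: within each population the progenitor/stem cells had the lowest share, 82.1%, against 96.8%, the B lymphocytes had 86.4% against 68.2%, and 43 wells were removed, of which 19 were among the 42 of the setting reported.

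With ERCC left out, the median UMI count per well was 5289, the median number of genes 1911, the mitochondrial share 1.34%, and the correlation of the non-mitochondrial percentage -0.0838 with the total count and 0.00807 with the number of genes, the latter a change of sign from -0.0273. With retained wells only, these values were 5900, 2112, 1.07%, -0.20 and -0.0882, and the non-ERCC percentage had correlations of 0.76 with the total count, 0.72 with the number of genes and -0.26 with the non-mitochondrial percentage. With nuclear genes of mitochondrial proteins added, the mitochondrial share was 3.28% and the correlations of the non-mitochondrial percentage were -0.27 with the total count, -0.18 with the number of genes and -0.28 with the non-ERCC percentage. The correlation of log2 size factor with log2 total count was 1.00 (0.998) with library size factors, by their construction, and 0.84 on retained wells.

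The median, 5th and 95th percentile of the log2 ratio of T over B lymphocytes were 0.29, -2.00 and 2.40. They were 0.13, -2.21 and 2.10 with scran size factors, 0.20, -2.09 and 2.31 with TMM factors, 0.38, -1.39 and 2.12 with at least 200 UMIs per gene, and 0.18, -2.10 and 2.29 with Gm42418 left out of the total. With at least 1 UMI the median changed sign to -0.56, with percentiles of -1.30 and 1.31, because genes whose sums were both under 3 UMIs were set to the same floor and take the ratio of the depths. The median was 0.33 on retained wells and 0.27 for the mean over wells, with at least 20 UMIs, and with mitochondrial UMIs left out of the total. The 5th percentile was -1.93 on retained wells and -1.78 with at least 20 UMIs, and the 95th was 2.86 on retained wells, 2.66 without wells A8 and B2, 2.25 for the mean over wells and 2.31 with at least 20 UMIs. Among the 5 highest genes 3 remained with scran size factors, and among the 5 lowest 1 remained with at least 200 UMIs, since 4 of them had fewer. In the remaining settings 4 or 5 of each remained. The log2 ratio of each of the 10 genes kept its sign and stayed within its counting interval in every setting for which it was computed.

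The haemoglobin share was 1.80% as the median over wells and 3.02% on retained wells in the B lymphocytes, 1.67% and 1.71% in the T lymphocytes, 1.63% and 1.498% in the granulocytes, and 0.99% as the median in the progenitor/stem cells, where it was 1.19% without wells nearest another population. The granulocyte marker share in the B lymphocytes was 0.25% as the median over wells, 0.77% on retained wells and 0.28% without wells nearest another population, against 0.67%. As the median over wells it was 0.31% in the T lymphocytes and 0.20% in the progenitor/stem cells. In well A8 the granulocyte marker share of all UMIs, ERCC included, was 10.5%. Taking the upper 25% of B220 values, the log2 ratio of B220-high over B220-low wells was 1.54 for the mature list and -1.04 for the precursor list. Apart from the constructions named, the cause was not tested. The share of wells nearest their own population and the number of antibodies (4 of 7) with the highest transcripts in the paired population stayed within their interval or unchanged in the settings tried for them.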

Differences from the paper's values

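The correlations in Fig 3, over the wells of the paper, differ from those over the 374 wells used here. The caption of Fig 3 names reads for the total count and the proportions, and all values here are of UMIs, so the quantities are not the same. The total count and the non-ERCC percentage have a correlation of about 0.61 in Fig 3, read by eye, and 0.66 here. For the total count and the non-mitochondrial percentage Fig 3 gives about -0.43, and the value here was -0.12. For the number of genes it gives about 0.57 with the non-ERCC percentage and about -0.56 with the non-mitochondrial percentage, and the values here were 0.63 and -0.0273. For the non-ERCC and non-mitochondrial percentages it gives about -0.19, and the value here was -0.14. The alternatives set before the data were examined (ERCC left out, where the measure allows it, and retained wells only) also differ from the figure in all of these. In the wells kept in Fig 3 the mitochondrial share has a median of about 7.4%, read by eye, and here it was 1.199%, with 1.34% when ERCC were left out and 1.07% on retained wells, which differ from the figure too. The correlation of the total count with the number of genes matched Fig 3 at 0.90, and was 0.89 on retained wells.

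The paper's number of retained wells, 359 of 383, is 93.7%, and 332 of 374, or 88.8%, were retained here. The 2 counts are within 1.5 times of each other, and the wells are not the same set. The 95% interval of the share held the paper's share at the higher of the other 2 confidences (342 wells) and with a threshold from a robust line (354 wells), and at no other setting. With 2 or 3 components the counts of 224 and 81 were below the paper's by more than 1.5 times. The count with 3 components rests on removing every component but the highest in total count, a choice made here. In Fig 3 the removed wells lie at low total counts, whereas 18 of the 42 wells removed here had over 3000 UMIs, the largest 13864. The paper's number of differentially expressed genes came from a test that took cells as replicates and has no counterpart here.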

Other observations

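The tests on wells B19 to B24 and on even spread over the plate were chosen only after the results were seen, and the tests of the mitochondrial share and of B220 were written down before their values were computed. The mitochondrial test came after the difference from Fig 3 had been seen.

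The mitochondrial share of UMIs was below the share in Fig 3, whose caption names reads. Reads were not analysed here. One candidate explanation, that the paper counted nuclear genes of mitochondrial proteins as mitochondrial, was tested with 50 symbol patterns that took in 350 genes. The median non-mitochondrial percentage fell from 98.8% to 96.7%, which stayed above 95%, and the correlation with the total count moved from -0.12 to -0.27. The list is partial, and a longer one might give a lower value. As tested, it does not reach the figure.

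B220 fluorescence in the B lymphocyte wells had 2 ranges, with 8 wells above 2000 and 34 below, leaving out A8 and B2. The hypothesis was that B220-high wells hold mature recirculating B lymphocytes and the others immature or precursor cells. The summed mature list (Ighd, Ighm, Fcer2a, Ly6a, H2-Aa and Cd74) had a log2 ratio, B220-high over B220-low, of 1.76 (counting interval 1.57 to 1.94), and the summed precursor list (Rag1, Rag2, Vpreb1, Vpreb3, Igll1, Dntt and Mki67) of -2.03 (-2.80 to -1.35). Ighd had 55 UMIs in the 8 wells and 21 in the 34, a log2 ratio of 3.79 (3.04 to 4.59), and Vpreb3 had 4 and 197, -3.22 (-5.11 to -1.84). Ighm went the other way from its list within counting error, at -0.29 (-0.65 to 0.05), and Mki67 was not told apart from equal at -0.82 (-1.92 to 0.13). Of 3 mature and 4 precursor genes predicted, all 3 mature and 2 precursor genes moved beyond their intervals, though Fcer2a rests on 3 UMIs in 1 well. The values are consistent with the hypothesis within 1 mouse. B220-high wells were shallower, with a median of 2321 UMIs on mouse genes against 3145, which CPM accounts for, and 5 of the 8 were retained by outlier detection against 23 of the 34.

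Some of the high haemoglobin counts outside the erythroblasts were grouped on the plate. Of 12 wells with over 3 times the median of their population, 7 were B lymphocyte wells, namely A22 and B19 to B24. The other 5 lay elsewhere and include the 3 highest counts, with 1419 in L11, 621 in M14 and 552 in K6, beside 388 in P21 and 237 in K5. In the order of the recorded sort time the counts were 38 in A21, 263 in A22, 444 in B22, 225 in B21, 168 in B20, 212 in B19, 123 in B18 and 61 in B17. Wells B23 and B24, with 258 and 313, were sorted later, during the sort of the erythroblasts, and sit beside them on the plate. Without the 7 wells the B lymphocyte share was 1.73%. Content of erythroblasts carried into B19 to B24 was tested by their other erythroblast markers (Car2, Alas2 and Slc4a1), which had 56 UMIs (42.3 to 72.7) where 77.9 follow from the proportion in all erythroblast wells and 67.9 from that in the facing wells C19 to C24. The first expectation alone had been written down and lies above the interval, against carry-over. The second, added after that outcome was seen, lies inside it, so the outcome was changed to undecided. Carry-over, erythroid cells in the sorted drops and an event in the sort cannot be told apart for these wells, because position and sort order coincide for most of them.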
